A study of Homo sapiens with 18 samples. Its data were reported in "MUC1-C Dictates PBRM1-Mediated Chronic Induction of Interferon Signaling, DNA Damage Resistance, and Immunosuppression in Triple-Negative Breast Cancer" (2022).

How the data were processed

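RNA-seq was performed on 18 libraries in 6 groups of 3. BT-549 cells, a triple-negative breast cancer (TNBC) line, carried a stable shRNA against PBRM1 or IRF1, and each silenced line had its own control shRNA group. MDA-MB-436 cells, a TNBC line with a BRCA1 mutation, carried a tetracycline-inducible MUC1 shRNA (tet-MUC1shRNA) and received vehicle (DMSO) or doxycycline (DOX) at 500 ng/ml. An shRNA is a short hairpin RNA that is processed into a small RNA directing degradation of its target transcript. Per the labels, total RNA came from cells cultured in triplicate and libraries were made with a stranded kit that selects polyadenylated RNA. The p-values therefore measure the spread among triplicate cultures of one line. No DOX-treated group with a control shRNA was used here, and MUC1 silencing in BT-549 cells was not analysed here.

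The submitters' processing notes name STAR for alignment, GRCh38 as the genome and DESeq2 for testing, with versions not stated. The gene annotation, the read counter and the program that produced TPM are not given in the sources used here. The authors deposited 3 tables of TPM (transcript abundance corrected for length and scaled to one fixed total), 1 for each experiment, with 1 column per library and gene symbols as keys. Each column sums to 1000000 over all genes listed, short noncoding RNAs included. The authors also deposited 3 tables of DESeq2 results with a mean normalized count, a log2 fold change with its standard error, a Wald score and p-values per gene. In the PBRM1 table the names of the 3 control columns end in 1, 2 and 3 but match no single sample label, so these columns were assigned to their group only and are called a, b and c in that order. The tables list 25673, 25540 and 25557 genes in the PBRM1, IRF1 and MUC1 experiments. Genes appear under the older symbols of the tables (WARS for WARS1, DDX58 for RIG-I, IFIH1 for MDA5, HIST1H names for histones).

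TPM keeps no record of read depth, so the depth of single libraries is unknown and no counting interval was computed. The mean normalized counts in the authors' deposited tables sum to 27111321, 63114292 and 11858741 over the genes of the PBRM1, IRF1 and MUC1 experiments. Short noncoding RNAs took 75.7% to 79.2% of TPM per library in the PBRM1 table, 84.8% to 88.5% in the IRF1 table and 12.0% to 15.2% in the MDA-MB-436 table. In the authors' deposited tables the same RNAs made up 9.97%, 4.80% and 0.465% of mean normalized counts. TPM divides by transcript length, which raises the share of very short RNAs, and every other gene is thereby placed on a lower scale, to a different degree in each table. Tests of levels were made only within a table.

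Values were analysed as log2(TPM + 1), with genes kept when TPM was at least 1 in at least 3 of the 6 libraries of a comparison. This left 10639, 9135 and 13229 genes. Silenced and control libraries were compared with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a mean-variance trend; two-sided; Benjamini-Hochberg adjustment). Called genes had an adjusted p under 0.05 and an absolute log2 fold above 1, and "higher", "lower", "rose" and "fell" refer to an adjusted p under 0.05. Fold changes are silenced over control on the log2(TPM + 1) scale, which understates changes of genes near or below 1 TPM. This compression acts on more genes in the BT-549 tables, where the short noncoding RNAs push other genes down. The prior degrees of freedom were infinite in both BT-549 fits and 4.98 in the MDA-MB-436 fit. In BT-549 the standard error therefore follows the expression level and not the gene's own spread, and p-values there can be extremely small. For the most changed genes of the PBRM1 experiment the fold and its standard error are given without p. The 3 experiments were fitted separately, without a term for replicate number. In the PBRM1 experiment the last numbers of the column names pair the samples, since deviations of same-numbered libraries from their group means correlated at 0.455, 0.309 and 0.290 and each control library correlated best with the silenced library of its own number. What the shared number stands for is not stated in the labels. A fit with this number as a replicate block was added after seeing the data.

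Of 29 gene lists fixed in advance, 26 had at least 5 tested genes in each comparison. They cover interferon, antigen presentation, chromatin, cell cycle, lineage, stress and metabolic genes, and the untested ones are markers of other cell types and mitochondrially encoded mRNAs. Lists were tested with camera (preset correlation 0.01, two-sided, adjusted over the lists of one comparison), with camera using a correlation estimated from the data, and with fry. Camera compares the genes of a list with all other tested genes. With the estimated correlation, 3 of 18 list calls held in the PBRM1 experiment (the genes followed by the study, type I interferon-stimulated genes and the 7-gene interferon-related DNA damage resistance signature), and 0 held when a replicate block was added. The type I list and the signature also held in the IRF1 experiment (2 of 14), and 0 of 8 calls held in the MUC1 experiment. In the MUC1 experiment the estimated correlations of the epithelial and histone lists were -0.040 and -0.020, below the preset 0.01. The other called lists there had 0.014 to 0.25. The epithelial and histone calls ended all the same, so the end of a call is not by itself evidence of correlated members. The lists that held share genes. MX1 is in both the type I list and the signature, and ISG15 in both the signature and the genes followed by the study. Their calls are therefore not separate evidence. Members of a list are counted as higher or lower from the gene test over all genes tested. Overlap between comparisons was tested with a one-sided Fisher's exact test among genes tested in both. The difference of effects between PBRM1shRNA and IRF1shRNA was a limma contrast of folds formed within each table over 12 BT-549 libraries.

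The genes named follow a rule set before the data were examined. It takes the genes followed by the study (among them MUC1, PBRM1, IRF1, IDO1, WARS, DDX58, IFIH1 and ISG15) and the 8 largest rises and 8 largest falls among called genes with a mean of at least 5 TPM in the higher group and no overlap between groups. It adds the 3 most changed called members of each list past camera, or the member with the smallest adjusted p where none was called. For the difference of effects it takes the 5 largest differences in each direction. Single values of a few genes that the rule names are not reported here, while list counts include them. Genes outside the rule are marked as chosen after their values were seen. ALPP, KRT18, the HLA, IFITM and metallothionein (MT1) genes and the histones have close paralogs or pseudogenes, so their levels are uncertain where reads were shared.

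The procedure was tested on simulated data with 100 genes changed by 1.5 and 100 by 3 on the log2 scale in each comparison. It recovered 100 and 100 in the PBRM1 experiment (10639 genes), 100 and 100 in the IRF1 experiment (9135 genes) and 99 and 100 in the MUC1 experiment (13229 genes), with 0, 0 and 2 false calls. For the difference of effects 200 genes were changed by 1.5, and 200 of 200 were recovered with 11 false calls among 9032 genes. Gene positions were taken from GENCODE v29 on GRCh38. Alternatives set before the data were examined were a pseudocount of 0.1, no filter, a mean of at least 5 TPM, trimmed-mean, median-ratio and quantile scaling, array quality weights, a replicate block by the numbers in the labels, each library left out in turn, and the authors' deposited tables. TPM recomputed without short noncoding RNAs, a robust prior, and libraries left out for the overlap and the difference of effects were added after seeing the data.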

Results

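Gene expression was profiled by RNA-seq in 18 libraries from TNBC cells in which PBRM1, IRF1 or MUC1 was silenced. PBRM1, a protein with several bromodomains, belongs to PBAF, one of the SWI/SNF assemblies that remodel nucleosomes. IRF1 is a transcription factor of the interferon (IFN) response, and MUC1 encodes a transmembrane mucin with an oncogenic C-terminal subunit, MUC1-C. Each of the 6 groups held 3 libraries: BT-549 control and PBRM1shRNA, BT-549 control and IRF1shRNA, and MDA-MB-436/tet-MUC1shRNA with vehicle or DOX. Genes with at least 1 TPM numbered 10057 to 10761 per library in the PBRM1 experiment, 8632 to 9523 in the IRF1 experiment and 12988 to 13188 in MDA-MB-436. Across genes, libraries of one group correlated at 0.996 to 0.998, 0.997 to 0.999 and 0.994, and libraries of different groups at 0.942 to 0.946, 0.967 to 0.972 and 0.976 to 0.978. No identical columns were found (0 pairs). Few markers of other cell types passed the filter. Among 18 leukocyte and erythroid markers only CD68 passed in BT-549, and CD14 and CD68 passed in MDA-MB-436. Among 10 endothelial markers, ROBO4 passed it in the PBRM1 experiment and ESAM in MDA-MB-436, and none passed it in the IRF1 experiment. Mitochondrially encoded mRNAs were not analysed here (0 of 13 tested under the symbols used).

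The first question was how silencing PBRM1 changes expression of the IFN effectors in BT-549 cells. PBRM1 (chromosome 3, 52545352 to 52685917, minus strand, GRCh38) itself decreased from 11.9 ± 1.02 TPM in control cells to 2.96 ± 0.266 TPM in PBRM1shRNA cells (SD, n = 3), a log2 fold of -1.70 ± 0.088 (SE). IRF1 (chromosome 5, 132481609 to 132490798, minus strand) decreased from 24.4 ± 1.62 to 7.46 ± 0.567 TPM. The type II IFN pathway gene IDO1 (chromosome 8, 39902275 to 39928444, plus strand), which degrades tryptophan, decreased from 15.3 ± 1.03 to 0.186 ± 0.074 TPM. WARS (chromosome 14, 100333788 to 100376805, minus strand), the tryptophanyl-tRNA synthetase, decreased from 186 ± 13.7 to 66.6 ± 4.48 TPM. The cytosolic RNA sensors DDX58 (RIG-I; chromosome 9, 32455705 to 32526324, minus strand) and IFIH1 (MDA5; chromosome 2, 162267079 to 162318703, minus strand) had log2 folds of -3.87 ± 0.088 and -3.97 ± 0.088. ISG15 (chromosome 1, 1001138 to 1014540, plus strand), a ubiquitin-like modifier, decreased from 243 ± 13.4 to 10.3 ± 1.32 TPM. MUC1 (chromosome 1, 155185824 to 155192916, minus strand) was lower by less, from 27.5 ± 2.85 to 18.5 ± 1.20 TPM (log2 fold -0.54 ± 0.087; limma adjusted p = 3.7e-09). All 9 genes followed by the study were lower, 8 of them called, with no overlap between groups. This list was chosen by the study on these cells and is not independent evidence of its direction.

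Silencing PBRM1 was associated with a decrease in every tested member of the type I IFN, IFN-gamma and MHC class I lists. Of 61 type I IFN-stimulated antiviral genes, 61 were lower, 56 of them called, with a median log2 fold of -3.30. MX1, an antiviral GTPase, decreased from 249 ± 16.9 to 0.315 ± 0.081 TPM, and BST2 (tetherin), which holds budding virions at the cell surface, from 158 ± 9.75 to 0.582 ± 0.028 TPM. OAS1, OAS2, IFIT3 and IFI44 had log2 folds of -5.92, -6.40, -5.75 and -5.58, each with an SE of 0.088. IFITM1, which restricts viral entry, decreased from 1188 ± 61.9 to 21.6 ± 1.97 TPM and IFI6 from 933 ± 72.7 to 14.9 ± 1.04 TPM. The 7-gene signature that ties IFN signalling to DNA damage resistance was called lower in 7 of 7 (median log2 fold -5.58). For these lists the camera call held with an estimated correlation, at adjusted p = 0.0194 for the type I genes and 0.010 for the signature. It ended when a replicate block was added to it (adjusted p = 0.209 and 0.150). With the block 61 of 61 and 7 of 7 genes stayed lower, and both lists passed fry (fry adjusted p = 5.9e-04 and 4.5e-04). A block also takes up residual degrees of freedom, so the end of these camera calls cannot be ascribed to the pairing. Of 26 IFN-gamma response genes, 26 were lower and 23 called, led by the guanylate-binding proteins GBP1 (log2 fold -4.67 ± 0.088) and GBP2 (-4.25 ± 0.088; list adjusted p = 6.3e-69 by camera, adjusted p = 0.0677 with an estimated correlation). MHC class I genes, which present antigen to CD8 T cells, were lower in 16 of 16 with 12 called. Among them HLA-B and HLA-C decreased by log2 folds of -3.63 and -2.23, each with an SE of 0.088 or less (list adjusted p = 5.7e-20, adjusted p = 0.208 with an estimated correlation).

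Other groups lowered in PBRM1shRNA cells had members moving both ways. Of 22 nucleic acid sensors and IFN signalling genes, 15 were lower and 3 higher (camera adjusted p = 1.0e-13, adjusted p = 0.353 with an estimated correlation). Of 8 tryptophan and kynurenine genes, 7 were lower, including TDO2 (log2 fold -2.09 ± 0.084) and KYNU (-2.07 ± 0.088), and 1 was higher (adjusted p = 4.0e-06, adjusted p = 0.365 with an estimated correlation). NF-kB target cytokines and regulators were lower in 18 and higher in 1 of 22, or 2 with a replicate block (adjusted p = 1.6e-08, adjusted p = 0.494 with an estimated correlation). IL6 decreased from 104 ± 7.28 to 6.41 ± 0.199 TPM, and the chemokines CCL5 and CCL2 had log2 folds of -3.49 ± 0.088 and -2.05 ± 0.086. Mesenchymal and matrix genes were lower in 22 and higher in 9 of 35, with ACTA2 (log2 fold -2.05 ± 0.083) and COL4A2 (-1.84 ± 0.086) falling and POSTN (1.52 ± 0.088) rising (adjusted p = 0.00156, adjusted p = 0.874 with an estimated correlation). ATF4 stress response targets were lower in 16 and higher in 4 of 28, led by NUPR1 (-2.82 ± 0.087), DDIT3 (-1.49 ± 0.087) and FGF21 (-1.26 ± 0.073; adjusted p = 0.00834, adjusted p = 0.874 with an estimated correlation). Hypoxia and glycolysis genes were lower in 10 and higher in 3 of 20, among them the metastasis suppressor NDRG1 (-2.22 ± 0.086), the carbonic anhydrase CA9 (-1.70 ± 0.085) and VEGFA (-1.25 ± 0.087; adjusted p = 0.0416, adjusted p = 0.874 with an estimated correlation).

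Replication-dependent histone genes, whose transcripts end in a stem-loop in place of a poly(A) tail, increased together in PBRM1shRNA cells. Of 28 tested, 28 were higher and 25 called, with a median log2 fold of 1.36 (camera adjusted p = 4.2e-33, adjusted p = 0.102 with an estimated correlation). HIST1H3B increased from 98.3 ± 5.19 to 393 ± 23.7 TPM and HIST1H2AG from 98.9 ± 3.76 to 302 ± 16.2 TPM. HIST1H3G, HIST2H3D and HIST1H2AB had log2 folds of 1.81, 1.66 and 1.61, each with an SE of 0.087. Cell cycle and proliferation genes were higher in 32 and lower in 1 of 38 (lower in 3 with a replicate block), led by the mitotic kinase AURKA (log2 fold 1.01 ± 0.087) and the cyclin CCNA2, from 13.8 ± 1.10 to 28.7 ± 0.825 TPM (list adjusted p = 1.0e-08, adjusted p = 0.692 with an estimated correlation). Double-strand break repair genes were higher in 26 and lower in 9 of 49, with none called and the exonuclease EXO1 at 0.68 ± 0.088 (adjusted p = 0.0102, adjusted p = 0.874 with an estimated correlation). Cytosolic ribosomal protein genes were higher in 62 of 72 (RPS21, log2 fold 0.70 ± 0.083; adjusted p = 6.3e-08, adjusted p = 0.808 with an estimated correlation). Nuclear-encoded respiratory chain genes were higher in 30 of 44 (NDUFA4, 0.90 ± 0.087; adjusted p = 2.7e-05, adjusted p = 0.867 with an estimated correlation). Mitochondrial ribosomal protein genes were higher in 15 and lower in 5 of 42, or 25 and 6 with a replicate block (MRPL13, 0.50 ± 0.087; adjusted p = 0.0491, adjusted p = 0.874 with an estimated correlation). Among called genes without overlap between groups, the largest increases were the simple-epithelium keratins KRT18, from 2.80 ± 0.234 to 29.8 ± 2.89 TPM, and KRT8, from 0.782 ± 0.081 to 6.29 ± 0.199 TPM. SORT1, the sorting receptor sortilin, increased from 1.71 ± 0.214 to 9.04 ± 0.685 TPM. Of the 9 epithelial genes tested, these keratins included, 3 were higher and 3 lower, with a median log2 fold of -0.03, while camera placed the list higher (adjusted p = 0.0120, adjusted p = 0.692 with an estimated correlation, adjusted p = 0.263 with a replicate block).

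In all, 108 genes were called higher and 411 lower with PBRM1 silencing. The adjusted p alone was passed by 2620 and 3707, or by 3457 and 4573 with a replicate block. The called genes numbered 123 and 879 with short noncoding RNAs removed, 158 and 646 with a pseudocount of 0.1, 94 and 229 with a mean of at least 5 TPM, and 370 and 1495 in the authors' deposited table. Groups did not overlap in 62.0% of tested genes, against 10% by chance. List calls past camera numbered 18 of 26. The other 8 lists had adjusted p-values from 0.136 (NRF2 targets) to 0.964 (SWI/SNF subunits, in which PBRM1 was the 1 called gene), among them aminoacyl-tRNA synthetases (0.589), the unfolded protein response (0.611), cholesterol genes (0.214), p53 targets (0.433), YAP targets (0.175) and stem cell associated genes (0.381). Of the lists not past camera, NRF2 targets, p53 targets and stem cell associated genes passed fry as lower (fry adjusted p = 0.0174, 0.0338 and 0.0280). One other grouping of the 6 libraries, which keeps same-numbered libraries together, gave 20 list calls. The epithelial call ended under every other scaling (adjusted p = 0.592 to 0.759), and the repair, mitochondrial ribosomal and hypoxia calls ended with a mean of at least 5 TPM (adjusted p = 0.132, 0.213 and 0.0830).

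**Figure D1:**
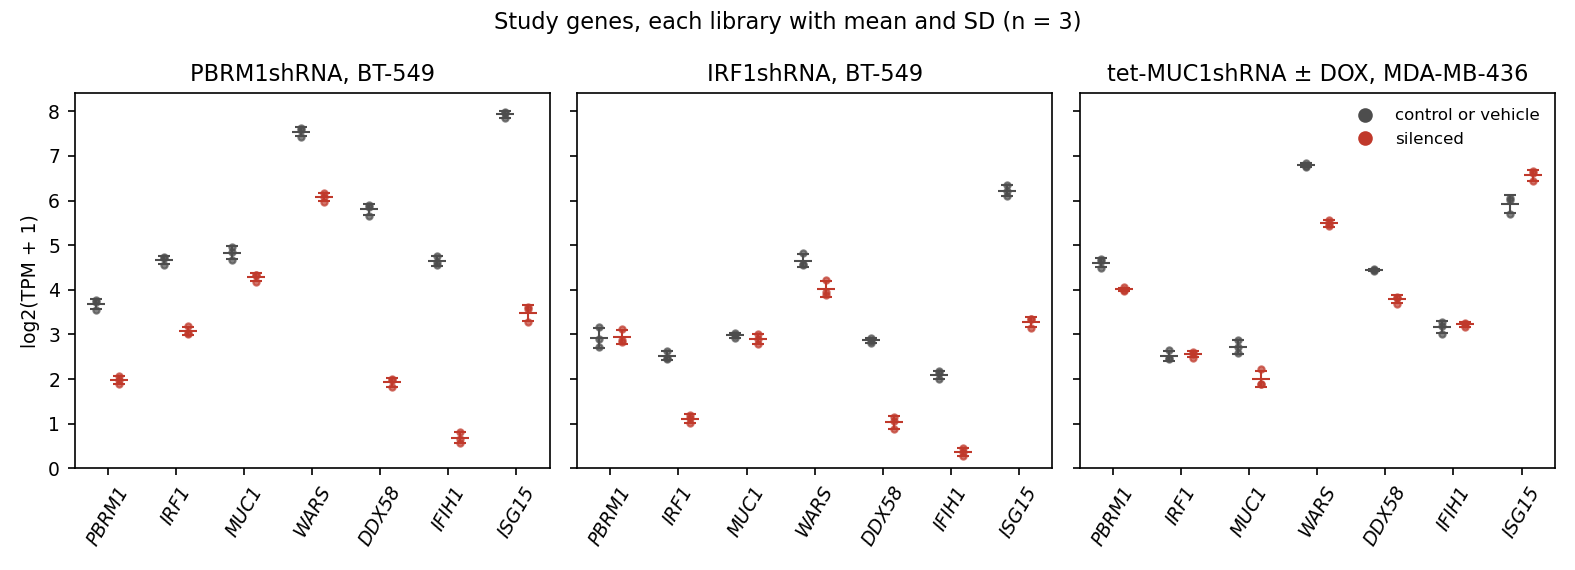
Levels of 7 genes followed by the study in each library as log2(TPM + 1), with mean and SD (n = 3), in the PBRM1, IRF1 and MUC1 experiments. Dark points are control or vehicle libraries and red points silenced libraries, and ISG15 is lower in both BT-549 experiments (log2 fold -4.44 and -2.94) and higher in MDA-MB-436 (0.65).

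The second question was whether silencing IRF1 lowers the same pathways in BT-549 cells. IRF1 decreased from 4.75 ± 0.410 TPM in control cells to 1.17 ± 0.137 TPM in IRF1shRNA cells (SD, n = 3), a log2 fold of -1.40 ± 0.13 (SE; limma adjusted p = 7.3e-27). WARS decreased from 24.3 ± 2.65 to 15.3 ± 2.07 TPM (log2 fold -0.64 ± 0.15; adjusted p = 2.7e-04). DDX58 and IFIH1 had log2 folds of -1.84 ± 0.13 and -1.73 ± 0.10, and ISG15 decreased from 73.9 ± 6.70 to 8.75 ± 0.735 TPM. IDO1 lay below the filter, with a mean of 1.10 TPM in control and 0.166 TPM in IRF1shRNA libraries and no overlap between them (0.967 to 1.21 against 0.0933 to 0.232 TPM). PBRM1 measured 6.68 ± 1.21 and 6.73 ± 0.879 TPM (log2 fold 0.02 ± 0.15; adjusted p = 0.959). MUC1 measured 6.93 ± 0.309 and 6.49 ± 0.564 TPM (-0.08 ± 0.15; adjusted p = 0.745), and passed the test as lower with array weights (log2 fold -0.028; adjusted p = 0.0240). Among the 8 tested genes followed by the study, 6 were lower and 5 called (camera adjusted p = 5.0e-17, adjusted p = 0.193 with an estimated correlation). PBRM1 passed the test as higher in quantile-scaled values (log2 fold 0.11; adjusted p = 0.0326) and with short noncoding RNAs removed (0.13; adjusted p = 0.0443), and its direction turned when single libraries were left out.

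Type I IFN-stimulated genes were lower in 53 of 53 tested, 40 of them called, with a median log2 fold of -1.57 (camera adjusted p = 2.6e-207, and 0.0255 with an estimated correlation). IFI6, a regulator of apoptosis and viral replication, decreased from 300 ± 19.6 to 12.5 ± 1.62 TPM and MX1 from 23.0 ± 1.42 to 0.578 ± 0.153 TPM. IFITM1, BST2, IFI27, IFI44 and OAS3 had log2 folds of -3.55, -3.47, -3.43, -2.96 and -2.93, each with an SE of 0.15 or less. The 7 genes of the DNA damage resistance signature were all called lower (median log2 fold -2.90; adjusted p = 4.8e-71, and 0.0255 with an estimated correlation). Of 14 IFN-gamma response genes, 12 were lower over all genes tested, 13 when adjusted over the list alone, and 5 called. IFI30, a lysosomal thiol reductase of antigen processing, and GBP1 had log2 folds of -2.15 ± 0.14 and -1.98 ± 0.12 (list adjusted p = 6.5e-15, adjusted p = 0.387 with an estimated correlation). MHC class I genes were lower in 13 of 13 with 7 called, including HLA-B (-1.89 ± 0.13), HLA-C (-1.46 ± 0.14) and the proteasome activator PSME1, from 22.2 ± 2.33 to 7.25 ± 1.52 TPM (list adjusted p = 1.0e-24, adjusted p = 0.193 with an estimated correlation). Sensors and IFN signalling genes were lower in 9 and higher in 0 of 20, among them IRF9 (-1.36 ± 0.14; list adjusted p = 3.2e-06, adjusted p = 0.890 with an estimated correlation).

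Other lists also passed camera with IRF1 silencing. Hypoxia and glycolysis genes were lower in 14 of 21, with CA9 (log2 fold -1.41 ± 0.11) and VEGFA (-1.05 ± 0.15) called (camera adjusted p = 9.0e-06, adjusted p = 0.890 with an estimated correlation). Mesenchymal genes were lower in 13 and higher in 2 of 30, including TGFBI (-1.88 ± 0.15) and PRRX1 (-1.12 ± 0.11; adjusted p = 0.00593, adjusted p = 0.943 with an estimated correlation). Epithelial genes were lower in 5 and higher in 1 of 7, led by KRT7 (-1.65 ± 0.15; adjusted p = 3.4e-04, adjusted p = 0.790 with an estimated correlation). Cholesterol synthesis genes were lower in 12 of 22, with the sterol isomerase EBP (-1.16 ± 0.15) and the sterol carrier STARD4 (-1.06 ± 0.12) called (adjusted p = 0.00927, adjusted p = 0.943 with an estimated correlation). Histone genes, higher in PBRM1shRNA cells, were lower in 16 of 28 with a median log2 fold of -0.41 and HIST1H1D called (-1.51 ± 0.15; adjusted p = 0.00146, adjusted p = 0.943 with an estimated correlation). Stem cell associated genes were lower in 5 of 10, with ALDH1A3 (-1.08 ± 0.13), ITGA6 (-1.02 ± 0.15) and KLF4 (-1.01 ± 0.14) called (adjusted p = 0.00146, adjusted p = 0.890 with an estimated correlation). Endoplasmic reticulum chaperone genes were higher in 5 of 21, led by HERPUD1 (0.87 ± 0.15; adjusted p = 3.6e-04, adjusted p = 0.943 with an estimated correlation). Camera also placed the cytosolic ribosomal proteins higher (median log2 fold 0.10; adjusted p = 0.00125, adjusted p = 0.943 with an estimated correlation), although by limma 0 of 72 were higher and 1 was lower. The size of this median depended on scaling. It was 0.18 with trimmed-mean or median-ratio scaling, and 0.22 with quantile scaling or with short noncoding RNAs removed.

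IRF1 silencing gave 5 genes called higher and 163 lower, and 526 and 1693 past the adjusted p alone. The groups did not overlap in 33.9% of tested genes, against 10% by chance. The 5 higher genes were the metallothionein MT1F, from 1.43 ± 0.289 to 6.96 ± 0.447 TPM, TULP3, from 1.78 ± 0.280 to 5.98 ± 1.01 TPM, the tetraspanin CD82 (log2 fold 1.18 ± 0.15), the GTPase RABL6 (1.16 ± 0.15) and the glycosyltransferase GALNT10 (1.07 ± 0.15). List calls past camera numbered 14 of 26, and 8 of the 10 groupings of the 6 libraries gave at least as many. The 12 other lists had adjusted p-values from 0.0551 (aminoacyl-tRNA synthetases) to 0.987 (NRF2 targets), with 0.0813 for cell cycle and proliferation genes, 0.0853 for ATF4 targets, 0.139 for NF-kB targets, 0.193 and 0.198 for respiratory chain and mitochondrial ribosomal genes, 0.305 for p53 targets, 0.372 for tryptophan genes, 0.681 for SWI/SNF subunits and YAP targets and 0.823 for repair genes. In TPM recomputed without short noncoding RNAs, 82 genes were called higher and 332 lower, a share of 19.8% higher against 2.98%, and the authors' deposited table gave 571 and 803, or 41.6% higher. Of the 168 genes called here, 161 and 167 were called there too. With a mean of at least 5 TPM the sensor and stem cell calls ended (adjusted p = 0.129 and 0.161).

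**Figure D2:**
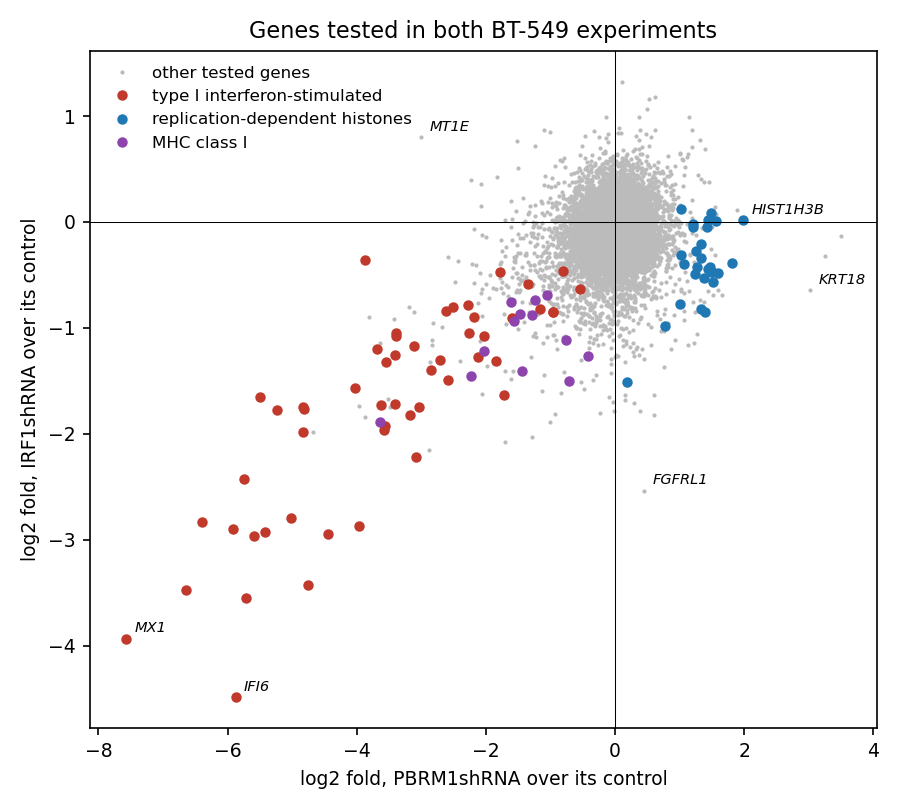
Log2 fold changes, on the log2(TPM + 1) scale, with PBRM1shRNA (horizontal) and IRF1shRNA (vertical) over their own controls for the 9032 genes tested in both BT-549 experiments. Type I IFN-stimulated genes (red) lie low on both axes, histone genes (blue) lie to the right with a median of 1.36 on the horizontal axis, and MHC class I genes (purple) lie low on both.

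The third question was whether silencing MUC1 has similar effects in MDA-MB-436 cells. With DOX, MUC1 decreased from 5.63 ± 0.702 to 3.03 ± 0.538 TPM (SD, n = 3), a log2 fold of -0.72 ± 0.13 (SE; limma adjusted p = 0.00148), which was not past the fold threshold. PBRM1 decreased from 23.4 ± 1.63 to 15.1 ± 0.434 TPM (log2 fold -0.60 ± 0.064; adjusted p = 8.5e-05) and DDX58 from 20.7 ± 0.361 to 12.9 ± 0.800 TPM (-0.65 ± 0.062; adjusted p = 4.6e-05). WARS was the 1 called gene of those followed by the study, from 110 ± 3.71 to 44.0 ± 2.28 TPM (-1.30 ± 0.048; adjusted p = 2.4e-07). ISG15 moved the other way, from 60.03 ± 7.96 to 94.3 ± 8.0 TPM (0.65 ± 0.096; adjusted p = 5.3e-04). IRF1 (4.74 ± 0.443 and 4.89 ± 0.290 TPM; adjusted p = 0.773) and IFIH1 (7.97 ± 0.829 and 8.35 ± 0.316 TPM; adjusted p = 0.568) did not pass the test. IDO1 was listed at 0 in all 6 libraries. The 8 tested genes followed by the study had a camera adjusted p of 0.220, and of 0.00848 in the authors' deposited table. Of these 8 genes 4 were lower and 1 higher, and fry placed the list lower (fry adjusted p = 2.8e-04).

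By camera the IFN lists showed no common direction in MDA-MB-436 cells. Of 47 type I IFN-stimulated genes, 13 were higher, 13 lower and 21 did not pass the test, with none called and a median log2 fold of 0.06 (camera adjusted p = 0.822). IFI44 (6.84 ± 1.14 to 2.96 ± 0.865 TPM; adjusted p = 0.00149) and PARP9 (log2 fold 0.78; adjusted p = 1.4e-05), chosen after their values were seen, were the most changed in each direction. Of 19 IFN-gamma response genes, 4 were higher and 4 lower (adjusted p = 0.710), with IFI30 (0.97; adjusted p = 7.8e-06), also chosen after its value was seen, higher and WARS lower. MHC class I genes were lower in 3 and higher in 0 of 13 (adjusted p = 0.262), and fry placed this list lower (fry adjusted p = 0.00308). Sensors and IFN signalling genes were higher in 7 and lower in 6 of 24 (adjusted p = 0.842). The type I, IFN-gamma and sensor lists did not pass fry (fry adjusted p = 0.0713, 0.0713 and 0.642). The DNA damage resistance signature had 5 tested genes, 3 of them lower and 1, ISG15, higher (adjusted p = 0.681).

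DOX was associated with an increase in epithelial genes. SFN (stratifin), a protein of stratified epithelia, had the largest increase, from 1.43 ± 0.459 to 122 ± 4.58 TPM (log2 fold 5.68 ± 0.12), and the secretory leukocyte protease inhibitor SLPI from 4.59 ± 1.07 to 55.8 ± 4.34 TPM. MAL2, a transcytosis protein of polarized epithelia, increased from 52.3 ± 0.113 to 357 ± 14.4 TPM. ALPP, TSPAN1, the EGF receptor ligand AREG, ZNF385A and the microtubule-binding MAP7 had log2 folds of 3.84 ± 0.22, 3.03 ± 0.12, 3.01 ± 0.22, 2.76 ± 0.092 and 2.74 ± 0.080. In the list of epithelial adhesion, keratin and luminal genes, 17 of 22 were higher and 1 lower, with 8 and 1 called and a median log2 fold of 0.88 (camera adjusted p = 1.9e-06, adjusted p = 0.0607 with an estimated correlation). EPCAM increased from 4.75 ± 1.10 to 21.3 ± 1.30 TPM, the epithelial transcription factor ELF3 from 3.70 ± 0.322 to 16.3 ± 0.180 TPM and KRT6A from 0.0284 ± 0.049 to 5.81 ± 0.931 TPM. The 1 called lower was the claudin CLDN3 (-1.05; adjusted p = 3.1e-04), chosen after its value was seen. ZEB2, a repressor of epithelial genes, was among the largest decreases, from 30.3 ± 1.53 to 8.04 ± 0.380 TPM (-1.79 ± 0.064). The mesenchymal list as a whole had 9 genes higher and 14 lower of 30 (adjusted p = 0.169, and 2.9e-04 in the authors' deposited table), with SNAI2 (1.09; adjusted p = 2.9e-06), chosen after its value was seen, called higher. Fry placed the mesenchymal list lower (fry adjusted p = 5.4e-04). Other large decreases were ESM1 (-2.07 ± 0.25), UBE2Q2 (-2.04 ± 0.10), IGFN1 (-2.04 ± 0.087), the receptor tyrosine kinase inhibitor LRIG1 (-1.97 ± 0.066), SHISA2 (-1.87 ± 0.12), the chemokine CXCL14 (-1.84 ± 0.12) and SHISAL1 (-1.72 ± 0.067).

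**Figure D3:**
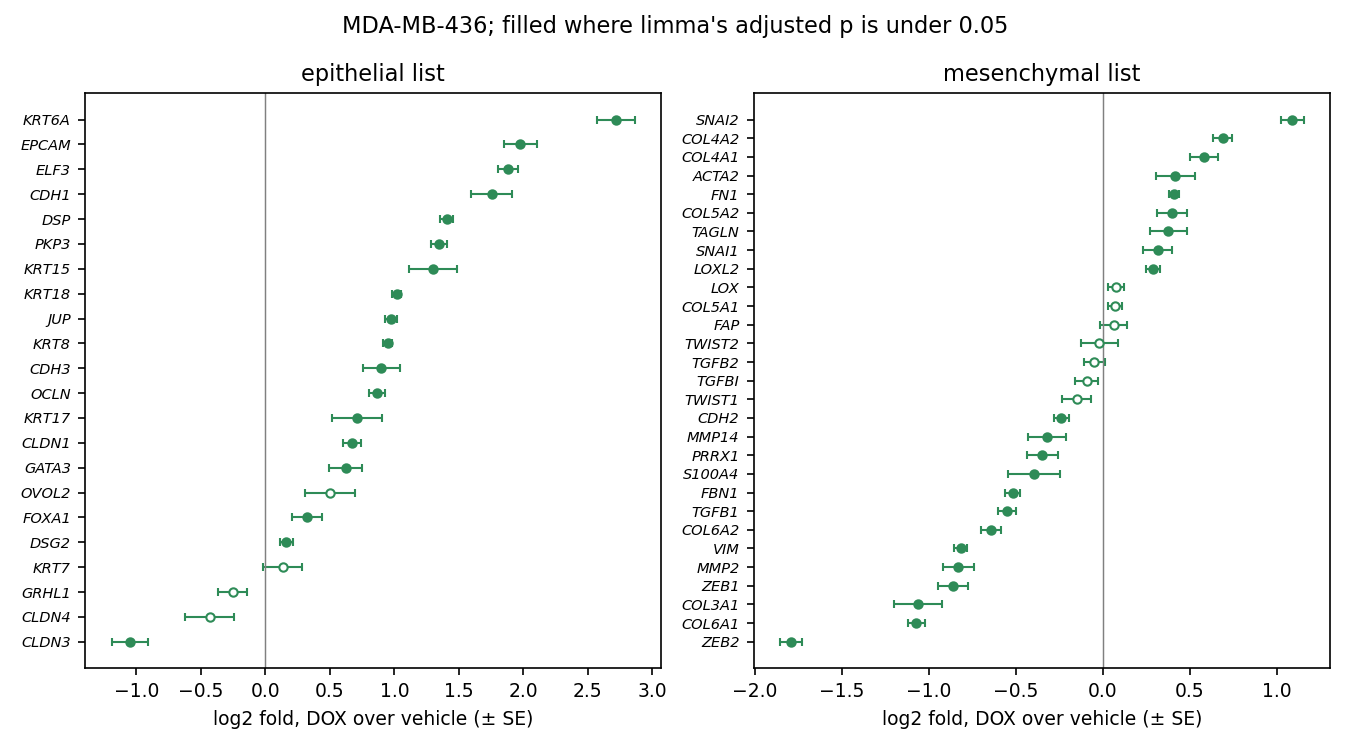
Log2 fold changes with SE, DOX over vehicle in MDA-MB-436/tet-MUC1shRNA cells on the log2(TPM + 1) scale, for tested members of the epithelial (left) and, 1 left out, mesenchymal (right) lists. Filled points have a limma adjusted p under 0.05, and 17 of 22 epithelial genes are higher while mesenchymal genes lie on both sides of 0.

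Nuclear-encoded respiratory chain genes were higher with DOX in 33 and lower in 0 of 44, with a median log2 fold of 0.19 (NDUFA2, from 66.0 ± 3.01 to 113 ± 3.16 TPM; camera adjusted p = 1.4e-06, adjusted p = 0.198 with an estimated correlation). Mitochondrial ribosomal protein genes were higher in 25 and lower in 2 of 42 (MRPL15, 0.32 ± 0.035; adjusted p = 0.00188, adjusted p = 0.198 with an estimated correlation). Histone genes were lower in 21 and higher in 1 of 28, led by HIST1H1D (-1.57 ± 0.13; adjusted p = 9.1e-07, adjusted p = 0.0607 with an estimated correlation). NRF2 antioxidant targets were lower in 12 and higher in 2 of 19, with the heme oxygenase HMOX1 (-1.37 ± 0.082) and AKR1C1 (-1.12 ± 0.16) called (adjusted p = 3.5e-04, adjusted p = 0.497 with an estimated correlation). NF-kB targets were lower in 13 and higher in 2 of 22, with the apoptosis inhibitor BIRC3 (-1.28 ± 0.11) and the macrophage growth factor CSF1 (-1.18 ± 0.060) lower and the iron-binding LCN2 (1.65 ± 0.20) higher (adjusted p = 0.00773, adjusted p = 0.401 with an estimated correlation). Aminoacyl-tRNA synthetases other than WARS were higher in 12 and lower in 3 of 19, although the 1 called gene, DARS, was lower (-1.16 ± 0.056; adjusted p = 0.0272, adjusted p = 0.549 with an estimated correlation). ATF4 targets were higher in 13 and lower in 5 of 25, led by the glutathione-degrading CHAC1 (1.01 ± 0.10; adjusted p = 0.0452, adjusted p = 0.549 with an estimated correlation). With a mean of at least 5 TPM the NF-kB, synthetase and ATF4 calls ended (adjusted p = 0.107, 0.0823 and 0.107), and the ATF4 call also ended without vehicle library 1 or 2 or DOX library 2 (adjusted p = 0.0572, 0.0509 and 0.0657).

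MUC1 silencing in MDA-MB-436 gave 177 genes called higher and 178 lower, and 3566 and 3096 past the adjusted p alone, with no overlap between groups in 59.2% of tested genes against 10% by chance. The authors' deposited table gave 289 and 477, a share of 37.7% higher against 49.9%. List calls past camera numbered 8 of 26. The 18 others included tryptophan genes (adjusted p = 0.251), cytosolic ribosomal proteins (0.293), cell cycle genes (0.283), YAP targets (0.681), hypoxia genes (0.323), SWI/SNF subunits (0.323), the unfolded protein response (0.134), cholesterol genes (0.149) and repair genes, p53 targets and stem cell associated genes (0.822 each). Fry placed the tryptophan genes higher (fry adjusted p = 0.00308). It placed the stem cell, unfolded protein response, SWI/SNF, hypoxia, cholesterol and YAP lists lower (fry adjusted p = 0.0134 to 0.0492). Cytosolic ribosomal, cell cycle, repair and p53 genes did not pass fry (fry adjusted p = 0.179 to 0.957). Since no DOX-treated line without the MUC1 shRNA was compared, effects of doxycycline itself are included in these values.

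**Figure D4:**
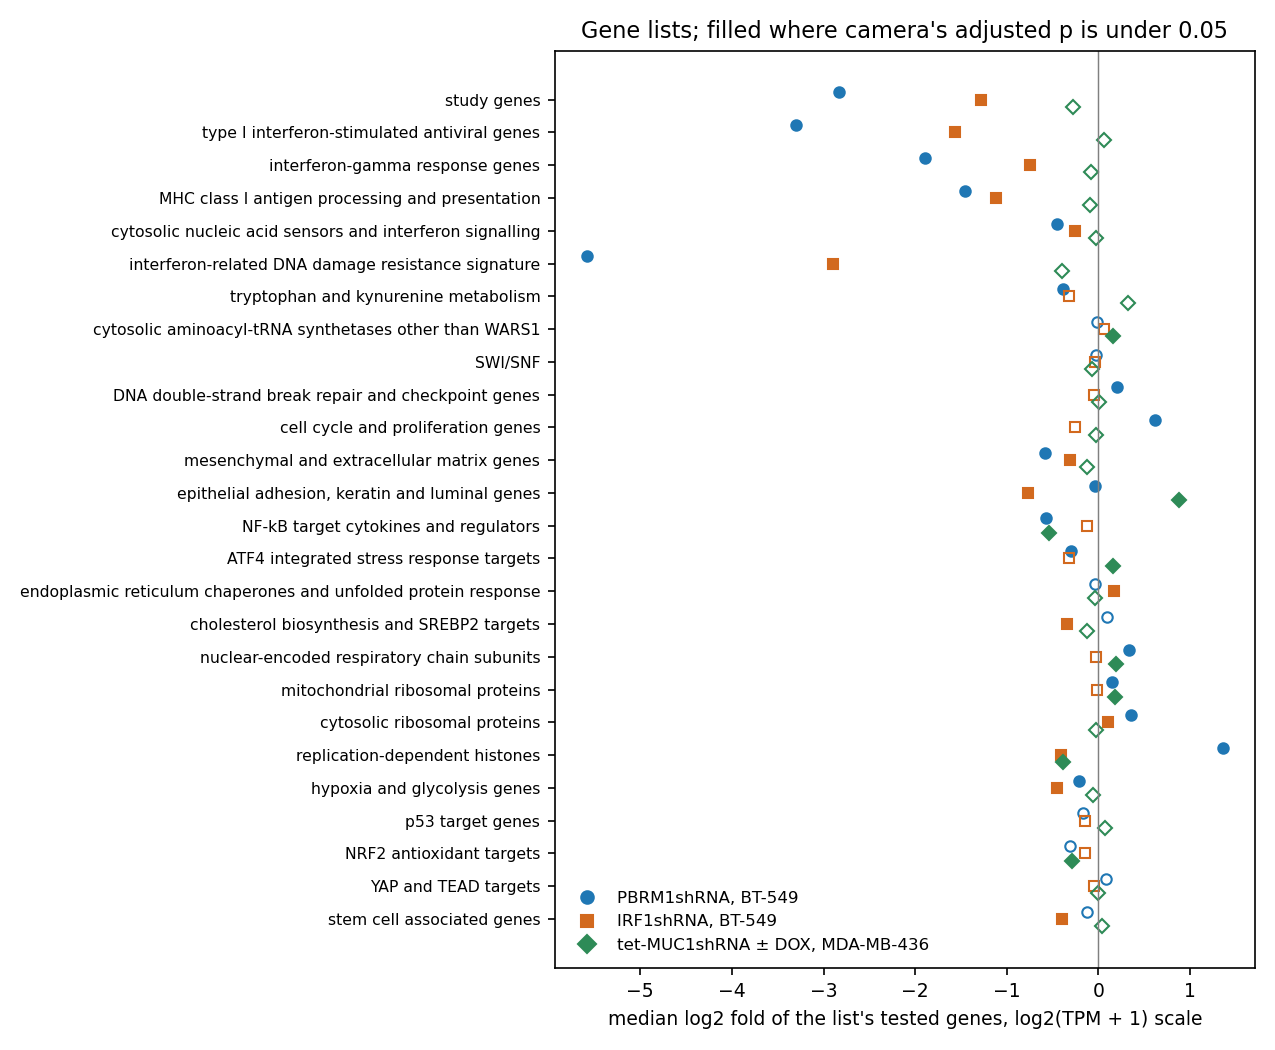
Median log2 fold change of the tested members of each gene list, silenced over control on the log2(TPM + 1) scale, in the PBRM1 (circles), IRF1 (squares) and MUC1 (diamonds) experiments. Filled symbols have a camera adjusted p under 0.05, and the type I list lies at -3.30, -1.57 and 0.06.

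The called genes of the 3 experiments were then intersected, with PBRM1 and IRF1 silenced in BT-549 and MUC1 in another line, MDA-MB-436. PBRM1 and IRF1 silencing shared 74 genes called lower among 9032 tested in both, against 4.92 expected by chance (one-sided Fisher's exact p = 3.3e-71). Without the IFN and MHC class I lists they shared 25, against 2.51 (p = 1.4e-18 by the same exact test). Of 94 and 4 genes called higher, 0 were shared, against 18 in the authors' deposited tables. PBRM1 and MUC1 silencing shared 12 genes called lower, including WARS, CSF1, HMOX1 and AKR1C1, against 3.39 expected (exact p = 1.4e-04), and 3 called higher, KRT18, the complement component C3 and ARHGDIB, against 0.554 (exact p = 0.0179, and 0.0651 with no filter). IRF1 and MUC1 silencing shared 7 genes called lower, including HIST1H1D, against 1.42 (exact p = 5.3e-04), and 1 called higher, MT1F. C3 and ARHGDIB were named after their values were seen. No gene was called lower in all 3 (0 of 8893, expected 0.0372) or higher in all 3. With a mean of at least 5 TPM, PBRM1 and MUC1 silencing shared 4 lower genes and 1 higher gene (exact p = 0.0854 and 0.219).

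The effects of PBRM1shRNA and IRF1shRNA were compared directly among 9032 genes. Of these, 2014 had a more positive and 1708 a more negative log2 fold with PBRM1shRNA (limma adjusted p under 0.05), and the folds correlated at 0.37 across genes, which are not independent replicates. Type I IFN-stimulated genes fell further with PBRM1shRNA by a median difference of -1.64 (camera adjusted p = 2.9e-102, and 0.0202 with an estimated correlation, or 0.142 with a replicate block added to that). IFI44L, MX1, OAS2 and MX2 led with differences of -3.86 ± 0.14, -3.64 ± 0.16, -3.57 ± 0.15 and -3.51 ± 0.13. Their control levels were 46.3, 249, 87.2 and 13.9 TPM in the PBRM1 table and 2.31, 23.0, 7.07 and 1.47 TPM in the IRF1 table. Lower starting levels leave less room for a fall on this scale, so the size of these differences depends partly on them. The tables are scaled separately, and the added pseudocount compresses folds more where levels are low. The median difference was also -1.64 with a pseudocount of 0.1, and -1.87 with short noncoding RNAs removed, where the call ended with an estimated correlation (adjusted p = 0.230). MT1E, a metallothionein, differed by -3.81 ± 0.16, KRT18 by 3.66 ± 0.15, the FGF receptor-like FGFRL1 by 2.98 ± 0.16 and the metalloprotease ADAM19 by 2.43 ± 0.14. The mitochondrial ribosomal RNAs RNR1 and RNR2 differed by 3.62 and 3.58, but RNR1 ranged from 4.52 to 1123 TPM within the PBRM1shRNA group and from 1.22 to 52.4 TPM in its controls. Each silenced library had more RNR1 than the control library of its own number (4.52 against 1.22, 692 against 52.4 and 1123 against 24.3 TPM). With a prior that allows for such genes the adjusted p in the PBRM1 experiment was 0.356 for RNR1 and 0.378 for RNR2. Adding a replicate block to this prior gave an adjusted p of 0.125 and 0.163, while the authors' deposited table gave 0.0212 and 0.0193. With a mean of at least 5 TPM the counts were 1101 and 478, and with short noncoding RNAs removed the more negative genes numbered 5935.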

Values the study reported

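At an FDR under 0.05 and a fold change above 2, the study reported 371 upregulated and 1402 downregulated genes in BT-549/PBRM1shRNA cells relative to controls. For BT-549/IRF1shRNA cells it reported 252 upregulated and 599 downregulated genes at the same thresholds.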

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

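The 3 tests of the histone pattern were chosen after the result had been seen, while the count over other groupings of the libraries was set beforehand. Lists are given here where both camera and fry found that the effect of PBRM1shRNA differed from that of IRF1shRNA in BT-549 and the 2 medians had opposite signs, and genes where the 2 effects each passed limma with opposite signs. Respiratory chain, unfolded protein response and repair genes also had medians of opposite sign and passed camera (adjusted p = 0.00408, 0.00224 and 0.0243) but not fry (adjusted p = 0.0758, 0.0547 and 0.230). Their camera calls ended with an estimated correlation (adjusted p = 0.949, 0.918 and 0.949). The 2 tables hold separate controls, so each effect was formed within its own table before the difference was taken. The real grouping gave 3722 genes past the adjusted p for a difference. Of 100 groupings drawn from 200 possible ones, 2 gave at least as many, the real one included. The highest other, with 4098, is the real one with the IRF1 groups swapped. Regrouping breaks up both single effects as well, so this count does not bear on whether the 2 effects differ from each other.

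Cell cycle and proliferation genes differed by a median of 0.93, with medians of 0.62 under PBRM1shRNA and -0.25 under IRF1shRNA and 32 of 38 more positive with PBRM1shRNA (camera adjusted p = 5.4e-12, adjusted p = 0.642 with an estimated correlation). In the IRF1 experiment alone this list did not pass camera (adjusted p = 0.0813) but passed as lower in 8 alternatives (adjusted p = 1.7e-05 to 0.0217). Cholesterol synthesis genes differed by a median of 0.51, with medians of 0.09 and -0.34 and 14 of 22 more positive (adjusted p = 0.00169, adjusted p = 0.918 with an estimated correlation; fry adjusted p = 0.0279, and 0.0826 with a replicate block), and did not pass camera in the PBRM1 experiment alone (adjusted p = 0.214) but passed as higher in 4 alternatives (adjusted p = 0.0104 to 0.0358). With short noncoding RNAs removed these medians were 0.79 and 0.38, and with a pseudocount of 0.1 they were 0.99 and 0.59. KRT18 differed by 3.66 ± 0.15 (SE), with log2 folds of 3.02 and -0.64. FGFRL1 differed by 2.98 ± 0.16, from 25.7 to 35.3 TPM with PBRM1shRNA and from 15.9 to 1.92 TPM with IRF1shRNA. ADAM19 differed by 2.43 ± 0.14 (log2 folds of 0.61 and -1.82). MT1E differed by -3.81 ± 0.16, from 16.7 to 1.21 TPM with PBRM1shRNA and from 28.4 to 50.2 TPM with IRF1shRNA. For these 4 genes the control and silenced libraries did not overlap in either experiment. No explanation was tested for these lists and genes.

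Replication-dependent histone genes differed by a median of 1.72, with medians of 1.36 under PBRM1shRNA and -0.41 under IRF1shRNA and 28 of 28 more positive with PBRM1shRNA (camera adjusted p = 2.5e-44, and 0.0496 with an estimated correlation, which was 0.154 with a replicate block and 0.0794 with short noncoding RNAs removed, where the median was 1.54). A larger share of RNA without a poly(A) tail in the PBRM1shRNA libraries is argued against, since 44 short noncoding RNAs had a median log2 fold of -0.033 relative to the other tested genes (quartiles -0.23 and 0.27), below 0.70, which is 1/2 of the histone value on that scale. The scaling of the libraries is argued against by the lowest histone median over 4 other scalings, 1.19 with quantile normalization. A larger share of cells in S phase is a candidate explanation, since 20 S-phase genes had a median log2 fold of 0.40 relative to all tested genes (quartiles 0.15 and 0.48; 14 higher, 1 lower, or 15 and 2 with a replicate block), although 14 of them also belong to the proliferation list. The same genes had medians of -0.19 in the IRF1 experiment, where histones were lower, and 0.087 in MDA-MB-436, where histones were lower too (-0.39), so they did not follow the histones in all 3 experiments.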

How the results depend on the processing

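Removal of short noncoding RNAs, the robust prior, the replicate block for PBRM1shRNA and the difference of effects, and libraries left out for the overlaps and the difference of effects were chosen after seeing the data, and the other alternatives were set beforehand. The silenced genes kept direction and an adjusted p under 0.05 in 49 of 49 alternative values (log2 folds from -2.00 to -1.60 for PBRM1, -1.95 to -1.31 for IRF1 and -0.88 to -0.64 for MUC1). With each alternative alone, the type I IFN list stayed past the threshold in both BT-549 experiments and not in MDA-MB-436. Named genes kept direction and side of the threshold in 2235 of 2249 values, and gene lists in 1259 of 1396, with 63 losing and 42 gaining a call and 32 turning in direction. The IFN-gamma list lost its call with an estimated correlation (adjusted p = 0.0677 with PBRM1shRNA, 0.387 with IRF1shRNA) and in no other alternative. The TPM values keep no read depth, so the precision it gives each library is unknown.

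Lists gained a call as follows (adjusted p-values). With PBRM1shRNA these were NRF2 targets (0.00530 with no filter, 0.00633 with quantile scaling, 0.0358 with small RNAs removed), YAP targets (0.0423 and 0.0436 with trimmed-mean and median-ratio scaling, 0.0112 by the authors' values), cholesterol genes (0.0147 with no filter, 0.0351 and 0.0358 with those scalings, 0.0104 by the authors' values) and the unfolded protein response (0.0154 with quantile scaling). With IRF1shRNA they were cell cycle genes (1.7e-05 to 0.0217 in 8 alternatives, among them all 3 scalings and without IRF1shRNA 2), ATF4 targets (0.00299 to 0.0244 in 7), synthetases (0.00299 to 0.0444 in 7, among them without IRF1shRNA 1 or 3), tryptophan genes (0.0110 to 0.0423 in 3) and mitochondrial ribosomal genes (0.0487 with small RNAs removed). In MDA-MB-436, by the authors' values, they were the genes followed by the study (0.00848), mesenchymal (2.9e-04), tryptophan (0.00870), hypoxia (0.0426) and unfolded protein response genes (0.0354). With single libraries left out, calls with PBRM1shRNA ended for epithelial genes (0.235 without control b), hypoxia genes (0.0504 without control a) and mitochondrial ribosomal genes (0.0504 without control a, 0.0555 and 0.0574 without PBRM1shRNA 1 and 3). Hypoxia calls there also ended with no filter (0.0989) and small RNAs removed (0.0751), mitochondrial ribosomal calls with a pseudocount of 0.1 (0.0555) and the epithelial call with a mean of at least 5 TPM (0.0830) and by the authors' values (0.866), and in MDA-MB-436 the synthetase and ATF4 calls ended with quantile scaling (0.0524 and 0.0627). The cause was not tested for these lists.

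Called genes, as higher and lower, were 108 and 411 for PBRM1shRNA, 5 and 163 for IRF1shRNA and 177 and 178 in MDA-MB-436. With a pseudocount of 0.1, which by construction widens folds of genes with low levels, they were 158 and 646, 25 and 325, and 269 and 353. With a mean of at least 5 TPM fewer genes were tested, and they were 94 and 229, 3 and 94, and 102 and 109. With short noncoding RNAs removed they were 123 and 879, 82 and 332, and 183 and 196, and the median log2 fold of all tested genes moved from -0.05 to -0.16 for PBRM1shRNA. By the authors' deposited values PBRM1shRNA gave 370 and 1495, IRF1shRNA 571 and 803 and MUC1 silencing 289 and 477, and 505 of 519, 167 of 168 and 329 of 355 genes called here were called there. Genes higher with IRF1shRNA numbered 8 with trimmed-mean, median-ratio or quantile scaling, 9 with array weights and 4 to 8 with single libraries left out (8 without control 1, IRF1shRNA 1 or IRF1shRNA 3). The robust prior gave 105 and 410, 5 and 163, and 174 and 175. The causes of the changes with small RNAs removed, the authors' values, the scalings and the array weights were not tested.

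Shared genes, as lower and higher, were 121 and 2 for PBRM1 and IRF1, 28 and 6 for PBRM1 and MUC1 and 14 and 2 for IRF1 and MUC1 with a pseudocount of 0.1. With short noncoding RNAs removed they were 151 and 4, 23 and 5, and 11 and 3, and by the authors' deposited values 345 and 18, 85 and 14, and 38 and 18. With a mean of at least 5 TPM, PBRM1 and IRF1 shared 28 lower, PBRM1 and MUC1 4 lower and 1 higher, and IRF1 and MUC1 0 higher. With single libraries left out PBRM1 and IRF1 shared 0 to 1 higher (1 without IRF1 control 1, IRF1shRNA 1 or IRF1shRNA 3). Genes with a more positive and more negative effect of PBRM1shRNA than of IRF1shRNA were 1101 and 478 with a mean of at least 5 TPM. The more negative ones were 3475 with no filter, where more genes were tested, 5935 with short noncoding RNAs removed and 1312 to 2580 with single libraries left out (2580 without IRF1 control 1). The cause was not tested for the changes with small RNAs removed, the authors' values or libraries left out.

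Results that turned in direction were not past the threshold in that alternative, and the cause was not tested; adjusted p-values follow. With PBRM1shRNA they were SWI/SNF subunits (0.969 with the stricter filter, 0.882 with array weights, 0.907 with small RNAs removed, 0.994 by the authors' values, 0.900 to 0.962 with libraries left out, turning without control b or PBRM1shRNA 2), epithelial genes (0.374 with no filter, 0.736 with small RNAs removed), aminoacyl-tRNA synthetases (0.319 with quantile scaling, 0.955 with small RNAs removed) and stem cell associated genes (0.955 with small RNAs removed). With IRF1shRNA they were SWI/SNF subunits (0.686 with no filter), YAP targets (0.765 with no filter, 0.368 with the stricter filter), repair genes (0.590 with no filter, 0.854, 0.856 and 0.852 with trimmed-mean, median-ratio and quantile scaling, 0.997 by the authors' values) and NRF2 targets (0.218 with no filter, 0.663 with the stricter filter, 0.763, 0.769 and 0.552 with the 3 scalings, 0.942 with array weights, 0.958 with a replicate block, 0.441 with small RNAs removed, 0.574 by the authors' values, 0.815 to 0.980 with libraries left out, turning without control 2 or IRF1shRNA 2). In MDA-MB-436 they were stem cell associated genes (0.676 with the stricter filter) and repair genes (0.855 with quantile scaling). Among single genes, in the IRF1 experiment MUC1 had a log2 fold of 0.021 with small RNAs removed, and PBRM1 had -0.012 with array weights and -0.087 to 0.13 with libraries left out (negative without control 2, control 3 or IRF1shRNA 2). IFIH1 in MDA-MB-436 had -0.0078 to 0.13 with libraries left out (negative without vehicle 1).

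In the PBRM1 experiment, where the numbers pair the samples, the replicate block gave 108 and 411 called genes. It ended the epithelial call (adjusted p = 0.263) and, added to an estimated correlation, the calls of the genes followed by the study, the type I genes and the signature (0.209, 0.209 and 0.150). For the difference of effects, blocked within both tables, 1776 genes were more positive and 1487 more negative. There it ended the estimated-correlation calls of the type I genes and the histones (0.142 and 0.154) and the fry call of the cholesterol genes (0.0826). No other call given in the text changed with this block.

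In the other 2 experiments the replicate numbers did not pair the samples. Deviations of same-numbered libraries correlated at -0.209, 0.085 and 0.228 in the IRF1 experiment and 0.053, -0.036 and 0.006 in MDA-MB-436, and not every library correlated best with its own number. With a replicate block IRF1shRNA gave 5 and 163 called genes and MUC1 silencing 178 and 181, and the ATF4 call in MDA-MB-436 ended (adjusted p = 0.0666).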

Other observations

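The length test below and the counts over other groupings were set beforehand, and the 3 other tests of the 2 patterns were chosen after the result was seen. The single genes named here were chosen after their values were seen. CDKN1A, the p21 cell cycle inhibitor, was lower with PBRM1shRNA (log2 fold -1.33; limma adjusted p = 2.0e-50) and IRF1shRNA (-0.85; adjusted p = 4.4e-09) and higher with DOX in MDA-MB-436 (0.69; adjusted p = 1.7e-05). TP53INP1, another p53 target, was higher with PBRM1shRNA (0.69; adjusted p = 2.3e-14) and lower with DOX (-1.39; adjusted p = 4.0e-05). The chemokine CXCL5 was higher with PBRM1shRNA (1.11; adjusted p = 7.8e-37), where 18 of 22 genes of its NF-kB list were lower, and with IRF1shRNA (0.61; adjusted p = 5.1e-04). KLF4 and ALDH1A3 were lower with PBRM1shRNA (-1.51 and -1.27; adjusted p = 3.4e-64 and 1.0e-45), as they were with IRF1shRNA. Differences between the cell lines were not tested.

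With DOX in MDA-MB-436, respiratory chain genes were higher in 33 and lower in 0 of 44. Mitochondrial ribosomal protein genes were higher in 25 and lower in 2 of 42. Both camera calls ended with an estimated correlation (adjusted p = 0.198 each). A transcript length bias is argued against, since 100% of 10000 random lists matched on length and level had a median log2 fold below the 0.20 of the 80 of 86 genes with a length (central 95% of the random medians from -0.0072 to 0.13). An effect of doxycycline itself cannot be told apart from one of MUC1 silencing, because 0 DOX-treated libraries without the MUC1 shRNA exist in these data.

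Type I IFN-stimulated genes were not lower as a group with DOX in MDA-MB-436. Levels too low for a fall to be seen are argued against, since the 29 members with at least 10 TPM in vehicle had a median log2 fold of 0.091 (quartiles -0.12 and 0.20; 11 higher, 6 lower, 12 neither). Incomplete silencing cannot be told apart from an absence of regulation, because MUC1 had a log2 fold of -0.72 and no libraries with deeper silencing exist here. A difference from BT-549 also stays open here, as MUC1 silencing in that line is not among the 18 libraries. From other libraries, the paper reports that IFN pathway genes were lower after MUC1-C silencing in BT-549.

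The 6 libraries of each experiment make 10 groupings, too few for a share under 0.05. At least as many called genes were given by 1 of 10 groupings in each experiment, the real one, with 519 against a highest other of 0 for PBRM1shRNA, 168 against 2 for IRF1shRNA and 355 against 0 in MDA-MB-436. At least as many lists past camera were given by 2 of 10 groupings for PBRM1shRNA (18 against a highest other of 20, which keeps a same-numbered pair together, while the 3 others that part all pairs gave at most 15), 8 of 10 for IRF1shRNA (14 against 18) and 1 of 10 in MDA-MB-436 (8 against 6).

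PBRM1 silencing gave 108 genes called higher and 411 called lower. Both counts, from folds on the log2(TPM + 1) scale that understates changes of genes with low levels, are lower than the values quoted from the study above. At the same thresholds the deposited differential expression values gave 370 and 1495, close to the values quoted. IRF1 silencing gave 5 genes called higher and 163 called lower. These, too, are lower than the values quoted from the study above. At the same thresholds the deposited differential expression values of the IRF1 experiment gave 571 higher and 803 lower genes. These are higher than the values quoted from the study above.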
